A study of Mus musculus with 6 samples.

How the data were processed

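Polyadenylated RNA was profiled in mouse hematopoietic stem and progenitor cells (HSPCs) that had been transformed with MLL-AF9, a fusion oncogene of acute leukemia, and kept in 1 of 2 culture conditions. Per the labels, 3 libraries came from pro-lymphoid culture and 3 from pro-myeloid culture. The groups were taken from the labels, and each library keeps the number of its title, so that the pro-lymphoid libraries are lymphoid replicates 1, 5 and 6 and the pro-myeloid libraries are myeloid replicates 2, 3 and 4. No number occurs in both groups, so the libraries were not paired. Per the labels' protocols, RNA was extracted with Trizol, selected for poly(A), made into libraries with a NEBNext Ultra kit, which does not mark strand, and sequenced on a HiSeq instrument as single-end reads.

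The authors deposited 1 table of read counts, not normalized, with 23337 genes and 6 libraries. Per the file headers, reads were counted with featureCounts 1.5.1 over the exons of UCSC gene annotation for mm10, with primary alignments and without strand. Per the submitters' processing notes, Trimmomatic, Bowtie, TopHat, featureCounts and DESeq2 were used with the mm10 build, and their settings are not given in the sources used here. Counting of primary alignments keeps 1 alignment of a read that matches several places, so that reads of near-identical genes can be assigned to any of the copies. Values of paralogs such as the Gstm, Ifitm, Raet1 and Pcdhga genes, of overlapping genes, and of a gene and its antisense partner are therefore uncertain. Mitochondrial genes were not among the counted genes, so the mitochondrial share planned as a library check was not analysed here. Coordinates are those of the counting annotation (mm10).

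The libraries held 34972488 to 46724382 counts. At these depths 3 counts in 1 library correspond to 0.0650 to 0.0888 CPM. CPM values were computed from the deposited counts with library sizes scaled by the trimmed mean of M-values (TMM), whose factors ran from 0.961 to 1.05. Where all libraries of a group had 0 counts, a fold was computed against a floor of 3 counts over the group and is given as a lower limit, rounded down. With 1 to 3 counts in a group, the ratio is given with an exact 95% counting interval. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. The precision of other CPM values is given as the SD between the 3 libraries of a group. The SE of a log2 fold change was derived from the F statistic of the edgeR fit, and is not the spread of 3 libraries alone. For genes with few counts in a group it need not cover counting error, as for Cd96 (5 pro-myeloid counts, SE 0.33).

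Genes were tested with edgeR 4.0.16 (R 4.3.3), with low counts removed by filterByExpr, TMM scaling, a quasi-likelihood fit and F test, two-sided, and Benjamini-Hochberg adjustment at 0.05. A log2 fold change is pro-lymphoid minus pro-myeloid culture. Adjusted p-values of single genes come from this test, called edgeR adjusted p in the text. Gene lists were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 21 lists with at least 3 tested genes. The test was repeated with a correlation estimated for each list, and with fry. A list of sex-linked genes was only used to check the libraries. Of the 457 gene symbols of the lists, 6 were found under an older symbol (Sfpi1 for Spi1, Emr1 for Adgre1, Chi3l3 for Chil3, Pkm2 for Pkm, Sc4mol for Msmo1 and 2010001M09Rik for Mzb1), and 3 (Ly6g, Hbb-bt and Siglecf) had no match among the counted genes. Shares of counts were compared between groups with two-sided exact permutation tests, for which 3 against 3 libraries allow no p below 0.1.

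The groups, the test, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined. The rule named the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among genes with an adjusted p under 0.05, a mean of at least 5 CPM in the higher group and no overlap between the groups, without predicted genes, pseudogenes and receptor segments. It also named up to 4 tested genes of each list with the smallest adjusted p, and a panel of 16 genes that included Pax5, Ebf1, Cd79a, Il7r, Flt3, Mpo, Elane, Csf1r, Itgam, Cebpa, Spi1, Hoxa9, Meis1, Kit and Ccl5. Some genes named by the rule are not reported here. Alternatives were DESeq2 size factors (RLE), upper-quartile scaling or no scaling factors in place of TMM, no filter or a filter of 1 CPM in 3 libraries, DESeq2 1.42.0 and limma-voom in place of edgeR, a minimum absolute log2 fold change of 1, the other list tests, lists without genes that hold over 1% of a library's counts, and each library left out in turn. No column of another sample was present.

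The procedure was tested on simulated counts for the same 12477 genes and 6 libraries. It recovered 4% of 50 genes changed by a log2 of 0.5, 56% of those changed by 1, 86% of those changed by 2 and 100% of those changed by 4. It called 11 of 12137 unchanged genes. The 1 gene list changed in the simulation was found and 0 of the others were called. Counts were drawn for each gene independently, so false calls of lists whose genes are correlated were not tested.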

Results

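MLL-AF9 transformed mouse HSPCs were compared between pro-lymphoid and pro-myeloid culture, with 3 libraries each. The comparison addressed which transcripts differ between cells with 1 oncogene that are kept under signals for either lineage. The pro-lymphoid libraries held 34972488, 38191246 and 43304095 counts (replicates 1, 5 and 6), and the pro-myeloid libraries 38199484, 35162603 and 46724382 (replicates 2, 3 and 4). The labels do not say that the libraries came from separate cultures or animals, so p-values measure the spread between these libraries, which may be technical. The number of counts did not differ between groups beyond their spread (exact permutation p = 0.6).

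Of 16 tested lymphoid priming genes, 11 were higher and 3 lower in pro-lymphoid culture (edgeR adjusted p under 0.05). Of 16 tested neutrophil granule and maturation genes, 15 were lower there. The early B-lineage list moved both ways, with 4 higher and 3 lower of 11 tested genes. Of 12 tested dendritic cell genes, 7 were also higher and 1 was lower. As lists, lymphoid priming and neutrophil granule and maturation passed in camera with the preset correlation (adjusted p = 0.0193 and 7.1e-07). The early B-lineage and dendritic cell lists did not (camera adjusted p = 0.657 and 0.0617). With an estimated correlation, which widens the null distribution by its construction, 0 of the 21 lists passed in camera. Flt3, the receptor of multipotent and lymphoid-primed progenitors, stood at 434 ± 67.1 CPM in pro-lymphoid culture against 13.9 ± 15.3 CPM in pro-myeloid culture (SD, n = 3), and the V(D)J recombinase gene Rag2 at 18.1 ± 3.05 against 0.0342 ± 0.0307 CPM. The pro-myeloid values of Flt3 varied, at 0.729, 30.7 and 10.2 CPM in myeloid replicates 2, 3 and 4. Elane, which encodes neutrophil elastase, stood at 1.89 ± 1.61 against 1509 ± 215 CPM. Of 12477 genes tested, 4821 (38.6%) changed, 2169 being higher and 2652 lower in pro-lymphoid culture (edgeR quasi-likelihood test, adjusted p under 0.05). The change was at least 2-fold for 2620 genes (985 higher and 1635 lower), and at least 32-fold for 156 higher and 325 lower genes. The values of the groups did not overlap for 6679 genes (53.5%), where chance gives 10%. Without lymphoid replicate 6, 3086 genes changed, and without lymphoid replicate 6 or myeloid replicate 4 the number of higher genes was 1298 or 1394.

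The libraries separated by culture condition. The first principal component held 82.3% of the variance and parted the groups. The second held 7.9% and set myeloid replicate 2 apart from the other pro-myeloid libraries, at -52.89 against 32.02 and 19.50. Spearman correlations across genes, which are not independent replicates, were 0.972 to 0.980 within groups and 0.942 to 0.948 between them. No pair of libraries agreed within sampling noise (chi-square per degree of freedom at least 39.6). Ribosomal protein genes took 10.5 ± 1.30% of the counts in pro-lymphoid and 8.96 ± 1.96% in pro-myeloid culture (SD, n = 3, exact permutation p = 0.4). The 10 most abundant genes, ranked over all 6 libraries together, took 4.91 ± 0.310% and 4.04 ± 0.380% (SD, n = 3, exact permutation p = 0.1, the smallest that 3 against 3 allow). The Y-linked genes Uty, Ddx3y and Kdm5d were present in all 6 libraries with no call between groups, Eif2s3y was lower in pro-lymphoid culture (71.1 ± 3.71 against 98.4 ± 14.3 CPM, edgeR adjusted p = 0.0279, a call lost without any single library other than myeloid replicate 2), and Xist had 35 counts over the pro-lymphoid and 1 over the pro-myeloid libraries.

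By fitted log2 fold change, the genes with the largest rise in pro-lymphoid culture were largely silent in pro-myeloid culture. Cdh17, a cadherin gene, stood at 269 ± 122 against 0.0906 ± 0.0273 CPM (log2 fold change 11.45 ± 0.56, SE, edgeR adjusted p = 4.8e-06; mm10, chromosome 4, 11758157 to 11817905). Cd96, which encodes a surface receptor of T and NK cells, stood at 84.2 ± 21.2 against 0.0417 ± 0.0113 CPM (10.86 ± 0.33, edgeR adjusted p = 1.89e-08; chromosome 16, 46035657 to 46120248), and Scin at 113 ± 84.9 against 0.0710 ± 0.0742 CPM. The other 7 had 0 counts in all pro-myeloid libraries, and a value fitted against 0 counts is not a measured fold. These 7 therefore need not have risen more than genes with reads in both groups, such as Angpt1 (8020 against 5 counts, log2 fold change 10.53). Ly6d, a marker of B-lineage specified progenitors, was at least 1924-fold higher (edgeR adjusted p = 0.0302; chromosome 15, 74762056 to 74763567), at 1.03, 124 and 23.2 CPM in lymphoid replicates 1, 5 and 6. Gcet2 was at least 605-fold higher, Ctnnd2 at least 455-fold, Havcr1 at least 295-fold, Spry4 at least 255-fold, Trim55 at least 238-fold and Rag1 at least 205-fold. Without lymphoid replicate 5 the limits were 511-fold for Ly6d, 173-fold for Ctnnd2 (0.922, 26.5 and 7.4 CPM in lymphoid replicates 1, 5 and 6) and 145-fold for Havcr1 (1.95, 15.4 and 5.17 CPM). The calls of Ly6d and Ctnnd2 were lost without lymphoid replicate 6, myeloid replicate 3 or myeloid replicate 4.

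By fitted log2 fold change, the 10 genes with the largest fall had 0 counts in all pro-lymphoid libraries. A value fitted against 0 counts is not a measured fold. These genes therefore need not have fallen more than genes that kept reads, such as Mgam (12 counts over the pro-lymphoid libraries, log2 fold change -11.92). Clu, which encodes the chaperone clusterin, stood at 51.6 ± 10.4 CPM in pro-myeloid culture and was at least 2061-fold lower in pro-lymphoid culture (edgeR adjusted p = 6.19e-05; chromosome 14, 65968483 to 65981545). Nrg1, a growth factor gene, was at least 1152-fold lower, Tshr, the thyrotropin receptor gene, at least 1059-fold, Rab38 at least 1055-fold and Ikzf2, an Ikaros family transcription factor gene, at least 944-fold. Aff2 was at least 889-fold lower, Hnmt, which encodes a histamine-degrading enzyme, at least 686-fold, Ghr, the growth hormone receptor gene, at least 578-fold and Plekhh2 at least 532-fold. Thbs1, which encodes thrombospondin, was at least 1194-fold lower (edgeR adjusted p = 0.0300), at 0.312, 35.7 and 51.4 CPM in myeloid replicates 2, 3 and 4, and its call was lost without any single library other than myeloid replicate 2. The limit for Thbs1 was 664-fold without myeloid replicate 4, and those for Aff2 and Plekhh2 were 585-fold and 272-fold without myeloid replicate 2.

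Of 21 gene lists fixed before the data were examined, 10 differed from the other genes between the cultures (camera, preset correlation), 3 being higher and 7 lower in pro-lymphoid culture. With an estimated correlation 0 lists passed (lowest unadjusted p = 0.0449, lowest adjusted p = 0.494, 1 list at an unadjusted p under 0.05), and fry, which tests a list against no change and not against the other genes, called 11. Camera also called 2 to 10 lists in the 9 other divisions of the 6 libraries into groups of 3. Each of these sets 2 libraries of a culture with 1 of the other against the rest. They keep part of the culture difference, so they cannot show how often camera calls lists without a difference. The counts of single genes within each list are given beside each call. Genes of the lists outside the rule for named genes (Foxo1, Mef2c, Vpreb1, Igll1, Blnk, Mmp8, Irf8, Maf, Marco, Myc, Pim2, Usp18 and Bst2) were chosen after their values were seen.

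**Figure D1:**
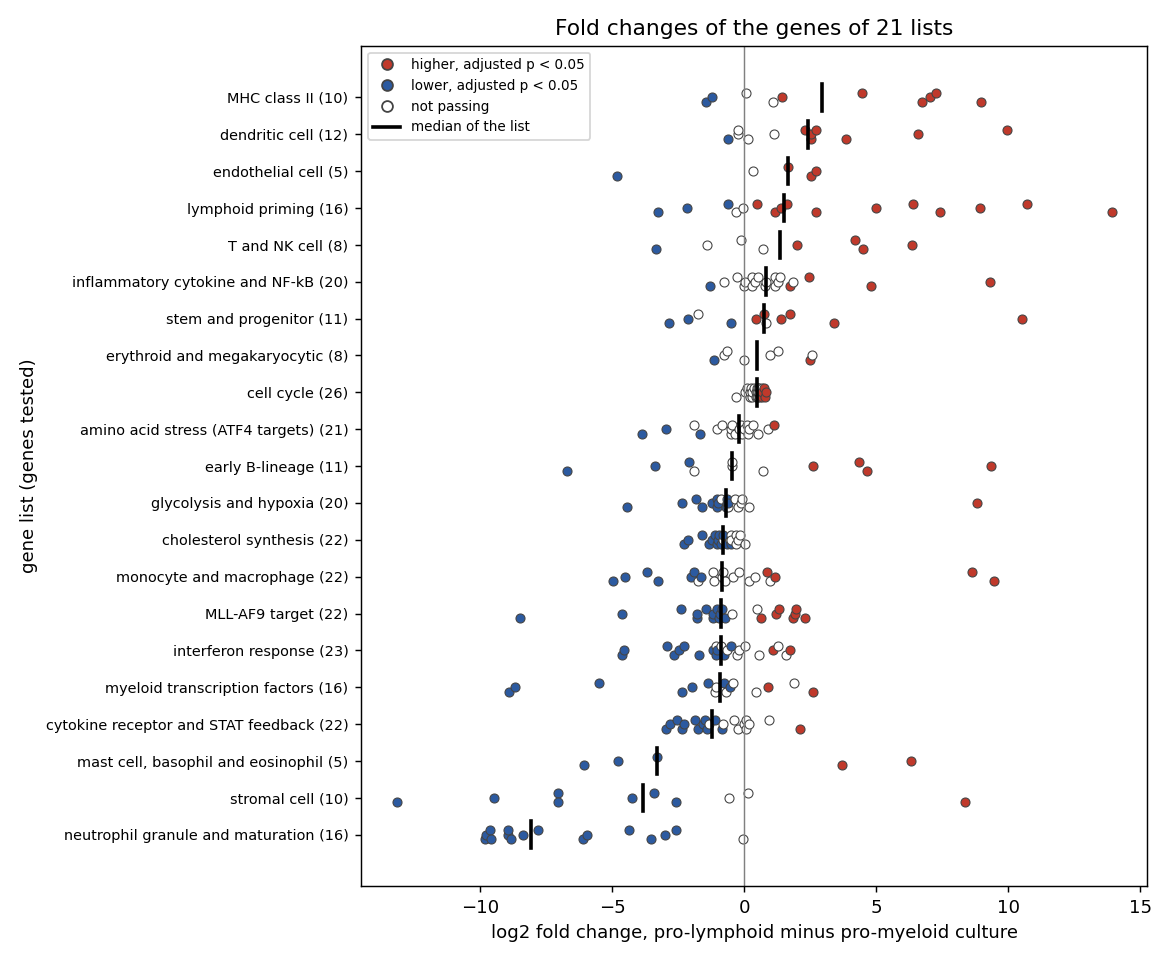
Log2 fold changes (pro-lymphoid minus pro-myeloid culture, x axis) of the tested genes of 21 gene lists (y axis, with the number of tested genes), each point being 1 gene, filled where its edgeR adjusted p was under 0.05 and open where not, with a bar at the median of each list. The neutrophil list lies farthest to the left with a median of -8.10, and the cell cycle list is narrow with a median of 0.48.

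Genes of lymphoid priming were mostly higher in pro-lymphoid culture. Of 16 tested genes, 11 rose, 3 fell and 2 did not pass, over all genes as well as adjusted over the list alone (median log2 fold change 1.497, camera adjusted p = 0.0193; adjusted p = 0.494 with an estimated correlation). Il7r, the interleukin 7 receptor gene, stood at 14.6 ± 5.09 against 0.171 ± 0.0165 CPM (log2 fold change 6.40 ± 0.47, edgeR adjusted p = 9.49e-05), and Flt3 rose by 4.98 ± 0.99 (edgeR adjusted p = 0.0073). Ccr7, a chemokine receptor gene, rose by 7.43 ± 0.60 and Tcf3, which encodes E2A, by 1.38 ± 0.12. Foxo1 and Mef2c were among the genes that fell, with log2 fold changes of -2.17 and -0.62, and Dntt had 2 counts in each group.

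The early B-lineage list moved both ways. Of 11 tested genes, 4 rose, 3 fell and 4 did not pass, also when adjusted over the list alone. Its median (-0.46) and its mean (0.60) differed in sign, and camera gave no call (direction up, adjusted p = 0.657). The median was positive with a filter of 1 CPM (2.61) and without myeloid replicate 3 (0.80) or 4 (0.02). Spib, a transcription factor gene of B cells and plasmacytoid dendritic cells, rose from 0.126 ± 0.0415 to 85.6 ± 52.3 CPM (log2 fold change 9.36 ± 0.65, edgeR adjusted p = 5.07e-05), Cd72 rose by 4.63 ± 0.49, Bach2 by 4.33 ± 0.58 and Blnk by 2.61. Bst1 fell by 6.71 ± 0.63, and the surrogate light chain genes Vpreb1 and Igll1 fell by 3.37 and 2.08, calls lost without lymphoid replicate 1 or 5 or myeloid replicate 3 or 4 (and for Vpreb1 without lymphoid replicate 6 or with limma-voom, and for Igll1 with DESeq2 or without the filter). The B-cell commitment gene Ebf1 had 6 counts over the pro-lymphoid libraries and 0 over the pro-myeloid libraries, too few to be tested. Pax5 was removed by the filter, with 2, 2 and 0 counts in lymphoid replicates 1, 5 and 6 and 1, 81 and 78 in myeloid replicates 2, 3 and 4. Tested without the filter, it was lower in pro-lymphoid culture (edgeR adjusted p = 0.0118, DESeq2 adjusted p = 0.00101). Cd79a stood at 0.355 ± 0.170 against 0.219 ± 0.0727 CPM without a call (edgeR adjusted p = 0.326).

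**Figure D2:**
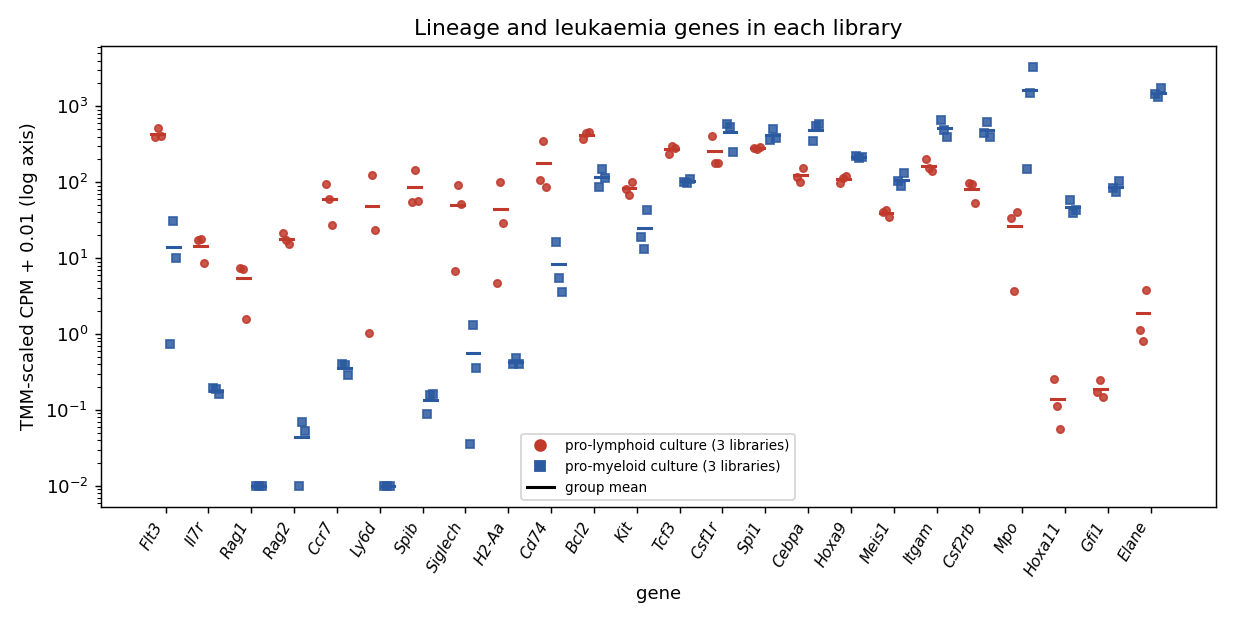
TMM-scaled CPM plus 0.01 (y axis, log scale) of 24 lineage and leukemia genes (x axis) in the 3 pro-lymphoid (circles) and 3 pro-myeloid (squares) libraries, with a bar at each group's mean. Flt3 lies at 434 against 13.9 CPM and Elane at 1.89 against 1509 CPM, while Csf1r (257 against 455 CPM) overlaps between the groups.

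The neutrophil granule and maturation list had the lowest median of the 21 lists in pro-lymphoid culture. Of 16 tested genes, 0 rose, 15 fell and only Mmp8 did not pass, also when adjusted over the list alone (median log2 fold change -8.10, camera adjusted p = 7.1e-07; adjusted p = 0.494 with an estimated correlation). Elane fell by 9.61 ± 0.58 on the log2 scale (edgeR adjusted p = 4.14e-05), and Ms4a3, a gene of granulocyte-monocyte progenitors, fell from 303 ± 70.0 to 0.638 ± 0.484 CPM. Cd177 and Pglyrp1 fell by 8.96 ± 0.51 and 8.94 ± 0.38. Padi4 had 3 counts over the pro-lymphoid and 2769 over the pro-myeloid libraries, a ratio of 921 (95% counting interval 315 to 4470). Mpo, which encodes myeloperoxidase, stood at 26.2 ± 19.8 against 1655 ± 1583 CPM (log2 fold change -5.98 ± 1.31, edgeR adjusted p = 0.0106), with 148 CPM in myeloid replicate 2 and 1512 and 3305 CPM in myeloid replicates 3 and 4.

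Myeloid transcription factor genes were more often lower than higher in pro-lymphoid culture. Of 16 tested genes, 2 rose, 8 fell and 6 did not pass, and 9 fell when adjusted over the list alone (median log2 fold change -0.91, camera adjusted p = 0.0330; adjusted p = 0.494 with an estimated correlation, and 0.0926 without myeloid replicate 3). Gfi1, a repressor needed for granulocyte development, fell from 86.9 ± 14.5 to 0.179 CPM (log2 fold change -8.91 ± 0.26, edgeR adjusted p = 9.03e-07), and Cebpe, a factor of late granulocyte maturation, fell by 8.71 ± 0.39. The decline was smaller for Cebpb (2.37 ± 0.28), Cebpa (1.98 ± 0.24, from 492 ± 126 to 125 ± 27.1 CPM) and Spi1, which encodes PU.1 (0.55 ± 0.15, edgeR adjusted p = 0.0241, lost without lymphoid replicate 1, 5 or 6). Irf8 and Maf rose, by 0.90 and 2.62, with the call of each lost without myeloid replicate 4 and that of Irf8 also without lymphoid replicate 5 or 6 or myeloid replicate 2, and with a filter of 1 CPM.

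Monocyte and macrophage genes split. Of 22 tested genes, 4 rose, 7 fell and 11 did not pass, also when adjusted over the list alone, and camera gave no call (median log2 fold change -0.83, adjusted p = 0.244). The Fc receptor gene Fcgr3 fell by 4.99 ± 0.49, Trem2 by 4.51 ± 0.62 and Itgam, the integrin gene of CD11b, by 1.64 ± 0.23 (515 ± 140 to 165 ± 30.9 CPM, edgeR adjusted p = 0.00158). The scavenger receptor gene Cd163 rose from 1 to 979 counts, a ratio of 981 (95% counting interval 176 to 38782), and Marco rose by 8.63, at 425, 122 and 41.0 CPM in lymphoid replicates 1, 5 and 6. Csf1r, the macrophage colony-stimulating factor receptor gene, stood at 257 ± 131 against 455 ± 178 CPM without a call (edgeR adjusted p = 0.156).

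Markers of dendritic cells and the antigen presentation genes of major histocompatibility complex (MHC) class II were mostly higher in pro-lymphoid culture, and whether camera called either list depended on the libraries. Of 12 tested dendritic cell genes, 7 rose, 1 fell and 4 did not pass, also when adjusted over the list alone (median log2 fold change 2.41, camera adjusted p = 0.0617). The list was called as higher without the filter (0.00248) and without any single library other than lymphoid replicate 5 (0.00385 to 0.0317). It was not called with an estimated correlation (adjusted p = 0.604) or by fry (adjusted p = 0.0828). Cd83 was at least 122-fold higher, Cd80 rose by 3.86 ± 0.38 and Clec9a by 2.70 ± 0.66, a call lost without myeloid replicate 4. Siglech, a marker of plasmacytoid dendritic cells, rose by 6.58 ± 1.18 and stood at 6.78, 93.2 and 51.1 CPM in lymphoid replicates 1, 5 and 6. Of 10 MHC class II genes, 6 rose, 2 fell and 2 did not pass, and 7 rose when adjusted over the list alone (median 2.93). Camera gave an adjusted p of 0.130, of 0.0279 without lymphoid replicate 1 and of 0.677 with an estimated correlation, and fry gave 0.225. H2-Aa rose by 6.75 ± 1.25 (edgeR adjusted p = 0.00554), H2-Eb1 by 8.98 ± 1.36, the class II transactivator gene Ciita by 7.02 ± 1.52 and Cd74 by 4.44 ± 0.77. These genes also differed within pro-lymphoid culture, H2-Aa standing at 4.72, 101 and 29.2 CPM in lymphoid replicates 1, 5 and 6. The calls of Siglech, H2-Eb1, Ciita and H2-Aa were lost with limma-voom, as were those of Ly6d and Thbs1.

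The list of MLL-AF9 target genes changed broadly, in both directions. Of 22 tested genes, 7 rose, 13 fell and 2 did not pass, against 8 and 14 when adjusted over the list alone, and camera gave no call (median log2 fold change -0.89, adjusted p = 0.0829), whereas fry called the list as lower (adjusted p = 0.00198). All 7 HoxA genes of the list fell. Hoxa9, the central homeobox gene of this leukemia, stood at 111 ± 11 against 215 ± 4.78 CPM (log2 fold change -0.95 ± 0.11, edgeR adjusted p = 0.00073), and Hoxa11 at 0.132 ± 0.102 against 46.7 ± 10.3 CPM (-8.48 ± 0.38). Hoxa10 and Hoxa5 fell by 2.38 ± 0.27 and 1.80 ± 0.20, and Meis1, a cofactor of Hoxa9, by 1.44 ± 0.18 (108 ± 22.7 to 39.7 ± 4.50 CPM, edgeR adjusted p = 0.000928). The survival gene Bcl2 rose from 116 ± 30.9 to 422 ± 47.9 CPM (1.86 ± 0.21, edgeR adjusted p = 0.000636), and Myc by 1.31.

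**Figure D3:**
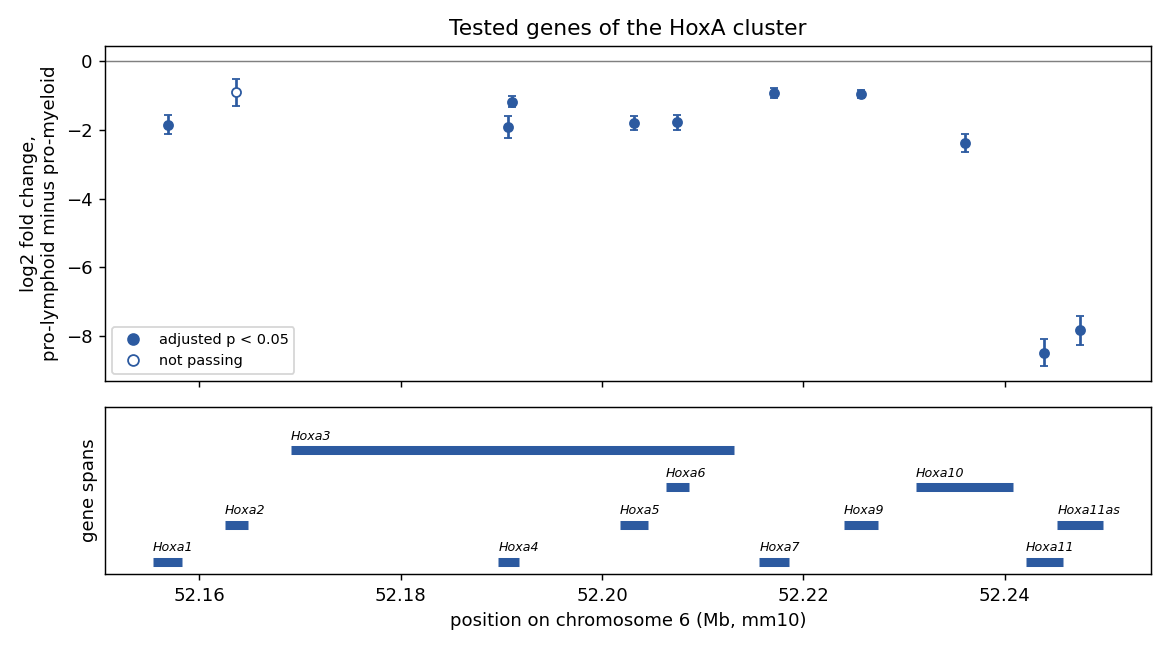
Log2 fold changes (pro-lymphoid minus pro-myeloid culture, y axis, bars showing SE) of the 11 tested genes of the HoxA cluster against their position on chromosome 6 (x axis, Mb, mm10), filled where the edgeR adjusted p was under 0.05, above the span of each gene. The values of 10 genes passed, from -0.93 for Hoxa7 to -8.48 for Hoxa11. The 11 include the antisense gene Hoxa11as, whose span overlaps in part that of Hoxa11, and reads of the shared stretch cannot be told apart without strand.

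Stem and progenitor genes moved both ways. Of 11 tested genes, 6 rose, 3 fell and 2 did not pass, and 4 fell when adjusted over the list alone (median log2 fold change 0.77, camera adjusted p = 0.386, and 0.0131 by fry). Angpt1, a ligand gene of the TIE2 receptor, rose from 0.0376 ± 0.0445 to 66.8 ± 25.4 CPM (10.53 ± 0.53, edgeR adjusted p = 7.9e-07). Kit, the stem cell factor receptor gene, rose from 24.9 ± 15.6 to 83.5 ± 16.8 CPM (1.74 ± 0.41, edgeR adjusted p = 0.0141), a call lost without lymphoid replicate 6, and Ptprcap rose by 3.41 ± 0.58. Hoxb4 and Erg fell by 2.85 ± 0.30 and 2.14 ± 0.31.

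Genes of cytokine receptors and of the feedback on STAT signalling were mostly lower in pro-lymphoid culture. Of 22 tested genes, 1 rose, 12 fell and 9 did not pass, and 13 fell when adjusted over the list alone (median log2 fold change -1.23, camera adjusted p = 0.0028; adjusted p = 0.523 with an estimated correlation). The feedback inhibitor gene Socs3 fell from 50.2 ± 1.95 to 7.08 ± 1.11 CPM (-2.83 ± 0.16, edgeR adjusted p = 3.3e-05), the kinase gene Pim1 by 2.98 ± 0.29, and Csf2rb and Csf2ra, which encode chains of the GM-CSF receptor, by 2.56 ± 0.28 and 2.28 ± 0.28. Pim2 was the 1 gene that rose, by 2.10.

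Interferon response genes fell more often than they rose. Of 23 tested genes, 2 rose, 12 fell and 9 did not pass, against 4 and 13 when adjusted over the list alone (median log2 fold change -0.90, camera adjusted p = 0.0165; adjusted p = 0.494 with an estimated correlation). Oas1a fell from 33.0 ± 5.11 to 1.40 ± 0.211 CPM (-4.56 ± 0.22, edgeR adjusted p = 1.45e-05), Zbp1 fell by 4.65 ± 0.52 and Isg15 fell by 2.68 ± 0.31, while Usp18 and Bst2 rose by 1.72 and 1.10. Of 20 tested inflammatory cytokine and NF-kB genes, 4 rose, 1 fell and 15 did not pass, and 2 rose when adjusted over the list alone (median 0.81, camera adjusted p = 0.0184; adjusted p = 0.604 with an estimated correlation, 0.106 by fry and 0.0734 without myeloid replicate 4). The chemokine gene Ccl5 rose from 0.255 ± 0.179 to 7.02 ± 4.68 CPM (4.81 ± 0.74, edgeR adjusted p = 0.00249), Il10 was at least 79.1-fold higher, and Tnf rose by 1.74 ± 0.51, a call lost without any single library other than myeloid replicate 2. Tnfaip2 fell by 1.29 ± 0.16. With single libraries left out, the median of the inflammatory list ran from 0.521 (without myeloid replicate 4) to 1.90 (without myeloid replicate 2).

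Genes of glycolysis and of cholesterol synthesis fell more often than they rose, with some of each not passing. Of 20 tested genes of glycolysis and hypoxia, 1 rose, 12 fell and 7 did not pass, also when adjusted over the list alone (median log2 fold change -0.68, camera adjusted p = 0.00084; adjusted p = 0.494 with an estimated correlation). The hexokinase gene Hk1 fell from 196 ± 8.13 to 38.6 ± 1.52 CPM (-2.35 ± 0.10, edgeR adjusted p = 7.15e-06), and the pyruvate dehydrogenase kinase gene Pdk1 from 147 ± 38.8 to 48.4 ± 5.27 CPM. The glucose transporter gene Slc2a3 rose from 0.0405 ± 0.0391 to 20.5 ± 12.2 CPM (8.82 ± 0.83). Of 22 tested cholesterol synthesis genes, 0 rose, 13 fell and 9 did not pass, also when adjusted over the list alone (median -0.80, camera adjusted p = 0.000175; adjusted p = 0.589 with an estimated correlation). Sc5d, a sterol desaturase gene, fell from 44.0 ± 3.69 to 20.1 ± 3.47 CPM (-1.13 ± 0.16, edgeR adjusted p = 0.00189), and Fdft1, the squalene synthase gene, fell by 0.94 ± 0.16. Of 21 tested targets of the amino acid stress factor ATF4, 1 rose (Phgdh, 1.14 ± 0.22), 3 fell (Stc2, Psph and Nupr1, the last with a call lost without lymphoid replicate 6) and 17 did not pass, also when adjusted over the list alone (median -0.19, camera adjusted p = 0.469, and 0.0414 without myeloid replicate 2).

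Most cell cycle genes did not pass, and the call of the list depended on the test. Of 26 tested genes, 6 rose, 0 fell and 20 did not pass, also when adjusted over the list alone, and 25 had a positive value (median log2 fold change 0.48, camera adjusted p = 0.000899; adjusted p = 0.621 with an estimated correlation and 0.147 by fry). With upper-quartile factors 11 rose, and with library size alone 8. The replication licensing genes Mcm7, Mcm2 and Mcm6 rose by 0.81 ± 0.20, 0.79 ± 0.21 and 0.67 ± 0.14, and E2f1 by 0.68 ± 0.17 (edgeR adjusted p = 0.0168). The calls of Mcm7, Mcm2 and E2f1 were lost without lymphoid replicate 6, those of Mcm7 and Mcm2 without lymphoid replicate 5, and those of Mcm2 and E2f1 without myeloid replicate 4.

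Marker lists of other cell types held few tested genes. Of 10 tested stromal cell genes, 1 rose, 7 fell and 2 did not pass, and 8 fell when adjusted over the list alone (median log2 fold change -3.84, camera adjusted p = 0.0332; adjusted p = 0.494 with an estimated correlation). Besides Thbs1, the collagen gene Col5a1 fell to 2 against 1749 counts, a ratio of 873 (95% counting interval 241 to 7213), Kitl fell to 1 against 189 counts, a ratio of 189 (33.4 to 7490), and Acta2 fell by 3.41 ± 0.50, while Col5a2 was at least 41.0-fold higher. The abundant fibroblast transcripts Col1a2, Col3a1, Dcn and Lum had 0 counts in all 6 libraries. Of 8 tested T and NK cell genes, 4 rose, 1 fell and 3 did not pass, also when adjusted over the list alone (median 1.37, camera adjusted p = 0.311). Zap70, a T-cell receptor kinase gene, rose by 6.35 ± 0.65, Klrd1 by 4.49 ± 0.60 and Cd7 by 4.19 ± 1.17, a call lost without lymphoid replicate 5 or 6 or myeloid replicate 2 or 4, and with limma-voom, while Nkg7 fell by 3.33 ± 0.50. Cd3e had 0 counts in all libraries. The median of the T and NK cell list was 0.475 without lymphoid replicate 5, 0.501 without lymphoid replicate 6 and 2.41 without myeloid replicate 4.

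Of 5 tested endothelial genes, 3 rose (Egfl7, 1.67 ± 0.22, Cdh5, 2.74 ± 0.40, and Eng, 2.55 ± 0.56), 1 fell (Flt1, -4.83 ± 0.90) and 1 did not pass, also when adjusted over the list alone (median log2 fold change 1.67, camera adjusted p = 0.125, and 0.0129 by fry). This median was 0.734 without myeloid replicate 2 and 1.85 without myeloid replicate 4, the extremes over the libraries left out. Of 5 tested genes of mast cells, basophils and eosinophils, 2 rose and 3 fell, also when adjusted over the list alone (median -3.32, camera adjusted p = 0.847). Mcpt8, a basophil protease gene, fell by 3.32 ± 0.56. Ms4a2 had 3 against 227 counts, a ratio of 75.5 (95% counting interval 25.5 to 369), and Il1rl1 had 109 against 1 count, a ratio of 109 (19.2 to 4353), while Prg2 rose by 3.69 ± 0.89, a call lost without myeloid replicate 4. Of 8 tested erythroid and megakaryocytic genes, 1 rose (Tal1, 2.47 ± 0.57), 1 fell (Vwf, -1.14 ± 0.31, a call lost without lymphoid replicate 1 or 6 or myeloid replicate 3) and 6 did not pass, also when adjusted over the list alone (median 0.48, camera adjusted p = 0.657). Tfrc and Itga2b of this list stood at 0.97 ± 0.34 and 1.28 ± 0.56 without a call.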

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

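All alternatives here were chosen before the data were examined, except that 60 genes were added to the 117 tested genes of the rule after their values were seen. With a minimum absolute log2 fold change of 1 the genes changed numbered 2620, with 985 higher and 1635 lower, against 4821, 2169 and 2652 without it, since a minimum can only remove genes. The other scalings, filters and tests gave 4421 genes (filter of 1 CPM) to 5569 (DESeq2), and limma-voom 4825. With 1 library left out the genes changed numbered 3086 (without lymphoid replicate 6) to 5385 (without myeloid replicate 2), and those higher in pro-lymphoid culture 1298 (without lymphoid replicate 6, and 1394 without myeloid replicate 4) to 2478. Fewer libraries were tested there, and what else these libraries contribute was not tested. The higher genes were 45.0% of the calls with TMM, 50.2% with upper-quartile factors and 49.1% with library size alone. The median log2 fold change of all genes was 0.0469 with upper-quartile factors and 0.0447 with library size alone, and lay at 0.00 with TMM. Cell cycle genes that rose numbered 11 with upper-quartile factors and 8 with library size alone, against 6 with TMM, and erythroid and megakaryocytic genes 2 with either, against 1.

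The number of gene lists that differ was 10 to 12 under the scalings and filters and without single libraries and 0 with an estimated correlation, where lymphoid priming and neutrophil granule and maturation both had an adjusted p of 0.494 (range over the scalings, filters and libraries left out 0.00351 to 0.0348 and 1.2e-09 to 3.27e-06). With fry, which tests a list against no change and not against the other genes, 11 lists passed, which is another quantity. An estimated correlation between genes widens the null distribution by its construction. The early B-lineage list turned to a lower direction without myeloid replicate 2 (adjusted p = 0.734), and the list of mast cells, basophils and eosinophils to a higher direction without lymphoid replicate 1 (0.939), myeloid replicate 3 (0.839) or myeloid replicate 4 (0.802), with no call in any of these. Over the libraries left out, the adjusted p of the early B-lineage list ran from 0.410 to 0.734 and that of the mast cell list from 0.555 to 0.939. Medians of lists without a call also changed sign, that of the T and NK cell list with a filter of 1 CPM (-0.12), that of the mast cell list without myeloid replicate 4 (0.27), that of the ATF4 targets without myeloid replicate 4 (0.06), and that of the erythroid and megakaryocytic list without lymphoid replicate 1 (-0.23), lymphoid replicate 5 (-0.05) or myeloid replicate 2 (-0.34). The cause was not tested.

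Of 168 called genes among the 177, 0 turned their direction where tested. For 157 no call was lost under the other scalings, filters and tests, and for 149 none without each single library. A gene that a setting left untested was not counted as lost. Clec9a, at no more than 0.392 CPM in any library, cannot pass the filter of 1 CPM in 3 libraries. Among the genes without a call, Ddx3y turned to 0.0360 without lymphoid replicate 5 (range of log2 fold changes over the libraries left out -0.20 to 0.04), and Mmp8 turned to 0.0253 with library size alone, 1.20 with limma-voom, and ran from -0.96 to 1.10 over the libraries left out. The cause was not tested. Depth limits genes near 3 counts per library, such as Ebf1, and the simulated counts show that 3 libraries per group recover few changes of a log2 of 0.5.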

Other observations

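The tests in this part were chosen after the results were seen, except for the divisions of the 6 libraries. Genes were grouped by the letters of their symbols into 377 families with at least 5 tested genes, and each was tested for an excess of higher and of lower genes (one-sided Fisher's exact test, Benjamini-Hochberg over 754 tests). The genes of a family are often neighbours or share reads, so they are not independent and these p-values are too small. There were 3 families that passed. Of 11 tested genes with the stem Hoxa, 10 fell in pro-lymphoid culture (adjusted p = 0.00124). They include the antisense gene Hoxa11as (log2 fold change -7.83), which overlaps Hoxa11 and can share its reads. All 6 tested Nop genes, which encode nucleolar proteins of ribosome assembly, rose (adjusted p = 0.0103, Nop2 by a log2 of 0.95 and Nop56 by 0.77). Of 9 genes with the stem Sf, which include splicing factor genes, 7 rose (adjusted p = 0.0310). All 5 tested HoxB genes and all 5 tested Gstm genes, which encode glutathione transferases, fell as single genes, and as families they missed the threshold (adjusted p = 0.0501 for both). The Pcdhga family (5 of 5 lower) and the Anxa family (7 of 9 lower) missed the threshold at the same value. When clone names were counted by their letters as well, 8 of 382 families passed. Hoxb5 and Hoxb7 had 0 counts over the pro-lymphoid libraries against 391 and 284, and Gstm1, the most abundant of its family, fell from 445 to 5.19 CPM.

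Some changed genes belonged to no list. The stress ligand genes Raet1a, Raet1d, Raet1e, H60b and H60c, whose products bind the NK cell receptor NKG2D, fell, with log2 fold changes of -8.85, -7.57, -8.04, -6.26 and -6.09 (edgeR adjusted p at most 0.000138), with the caution that these paralogs share reads, while Ulbp1 of the same kind stood at 24.1 against 29.1 CPM without a call (edgeR adjusted p = 0.457). The transcription factor genes Etv4 and Etv5 stood at 45.5 against 0.0988 and 51.9 against 0.324 CPM. Flot2, a lipid raft gene, stood at 0.159 against 228 CPM (log2 fold change -10.44, edgeR adjusted p = 3.37e-06), while its neighbours Dhrs13 and Eral1 had log2 fold changes of 0.06 and -0.02 without a call.

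Within pro-lymphoid culture, lymphoid replicate 5 exceeded lymphoid replicate 1 by a ratio of 120 for Ly6d, 47.7 for Ciita, 21.3 for H2-Aa and 13.7 for Siglech, against 0.821 for Rag2, 1.04 for Il7r and 1.31 for Flt3. Marco differed the other way, with ratios to lymphoid replicate 1 of 0.286 in lymphoid replicate 5 and 0.0965 in lymphoid replicate 6. The genes were picked after their values were seen. These libraries carry no label that separates them, and no explanation was tested.

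The other 9 divisions of the 6 libraries into 3 and 3 were tested in the same way. The culture conditions gave 4821 changed genes, 2652 in the larger and 2169 in the smaller direction, and the highest of the other divisions gave 0 for each, so that 1 of 10 divisions reached the real number in each case. For the gene lists, 2 of 10 divisions reached the 10 lists of the culture conditions, the other being lymphoid replicates 1 and 5 with myeloid replicate 3 against the rest, also with 10 lists. Each of the other 9 divisions mixed the cultures, with 2 libraries of a culture and 1 of the other on each side. They keep part of the culture difference, which also adds to the spread within their groups, so few changed genes could be called there. With 10 divisions no share below 0.1 can be reached. The divisions therefore cannot decide on chance. A difference in the number of a chromosome's copies as the cause of the broad change would move most genes of that chromosome together. The largest median log2 fold change of a chromosome, among genes above a mean log2 CPM of 4, was 0.111 (chromosome 15, 95% bootstrap interval 0.06 to 0.167), below the 0.292 that is halfway to 1 extra copy in every cell, which argues against it.

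Genes that fell at least 32-fold, and genes that rose as much, lay next to each other more often than random placement gives. Among 12470 tested genes with 1 position, the 325 genes that fell formed 37 adjacent pairs, against 8.57 on average in 10000 random placements at matched expression (permutation p = 1e-04, the smallest that these placements can give, adjusted p = 0.000133), and the 156 genes that rose as much formed 17 against 1.996 (permutation p = 1e-04, adjusted p = 0.000133). Without pairs of related or predicted genes and pairs within 5000 bp the genes that fell formed 14 against 3.87 (permutation p = 1e-04, adjusted p = 0.000133), which argues against reads shared between related or overlapping genes as the whole cause, and the genes that rose formed 4 such pairs against 0.869 (permutation p = 0.0103). A deletion of a whole run of lower neighbours in every cell of pro-lymphoid culture would leave no reads beyond those carried over from other libraries, at most 0.0190% by the lowest ratio seen among abundant genes (Rhoj), which argues against it for the 18 of 28 runs in which at least 1 gene kept more than 10 counts and 10 times that share. Clec5a beside Mgam kept 242 counts, Abca13 beside Upp1 138 and Bst1 beside Cd38 and Prom1 133, and in 5 runs each gene passed these limits. In the 13 others of the 18, a smaller deletion of the genes with few counts stays open. For the remaining 10 runs a deletion of the run and silencing cannot be told apart, since no gene passed these limits, and Slc25a27, Cyp39a1 and Enpp5 had 0 counts in all pro-lymphoid libraries. Shared regulation of neighbouring genes in the culture conditions may contribute, as a hypothesis that was not tested.

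The stromal cell genes that fell in pro-lymphoid culture were weighed against stromal cells carried over into the pro-myeloid libraries. Such cells would bring their abundant transcripts together, and the median over all 27 genes of the list was 5 counts over the 3 pro-myeloid libraries, against 1767 counts of Fn1 and 1749 of Col5a1, which argues against them as the source. Col1a2, Col3a1, Dcn and Lum had 0 counts there, while Col1a1, which fell in pro-lymphoid culture (log2 fold change -4.27, edgeR adjusted p = 0.00777), had 84 against 4. Of the 27 genes, 10 were expressed enough to be tested. Expression of Thbs1, Fn1 and Col5a1 by the transformed cells themselves may account for the difference, as a hypothesis that was not tested.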
